A study of Mus musculus with 21 samples. Its data were reported in "Targeting enhancer switching overcomes non-genetic drug resistance in acute myeloid leukaemia" (2019).

How the data were processed

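The libraries were made from mouse acute myeloid leukaemia (AML) cells transformed by the MLL-AF9 fusion oncogene. Drug naïve cells were grown with the vehicle DMSO, and cells resistant to IBET, an inhibitor of the BET bromodomain proteins, were kept in 1000 nM IBET. The other groups were drug naïve cells given IBET, resistant cells in DMSO without and with an IBET rechallenge, and resistant cells given 500 nM LSD1i, an inhibitor of the histone demethylase Lsd1 (Kdm1a), without and with an IBET rechallenge. Each of the 7 groups had 3 libraries, 21 in all, and the replicate numbers 1 to 3 came from the sample titles. The labels do not state whether IBET was present during LSD1i or DMSO culture (the study speaks of resistant cells taken off IBET). Exposure times entered no computation. Nothing in the labels says that the replicates were separate cultures, so the p-values measure only the spread between these libraries, which may be technical.

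Libraries were prepared with the QuantSeq 3' mRNA-seq kit, which sequences the 3' end of polyadenylated transcripts, and read as 75 bp single ends on a NextSeq500. Signal therefore depends little on transcript length, but a change of polyadenylation site or a 3' end missing from the annotation can alter the value of a gene. The study's methods name HiSAT for alignment to GRCm38 with Ensembl release 78 annotation, htseq-count for assigning reads to genes and edgeR for testing. The submitters' processing notes name bcl2fastq 2, TopHat2, Bowtie2, HTSeq and edgeR and the build GRCm38 (mm10), so the aligner differs between these sources. Whether counting used the strand is not stated, and genes that overlap, have an antisense partner or have near-identical copies (pseudogenes, histone and Hoxa cluster neighbours, Ly6c1 and Ly6c2, the Stfa genes) are less certain than others.

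The authors deposited a normalised signal per gene and library, which from its values is CPM (read counts scaled to a common effective library size). The table held 13610 lines for 12805 distinct genes. The 805 lines that repeated a gene were dropped, and 452 genes had no symbol. In every library the values were whole multiples of a single step, the worth of 1 read, for 100% of genes within a tolerance of 0.01 read, so the reads could be recovered. They ranged from 3416541 (DMSO resistant cells with IBET, replicate 3) to 7763930 (LSD1i with IBET, replicate 3) per library, with a median of 5284804. The deposited CPM summed to between 807870 and 853532 per library. PCR reads without molecular identifiers are not independent molecules. Intervals for shares treat genes as independent. No pair of replicates was a copy of another, as their recovered reads differed by a chi-square of 5.73 to 33.8 per gene.

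Values were analysed as log2(CPM + 1). The 12518 genes with at least 1 CPM in at least 3 libraries were tested, of which 10506 are annotated as protein-coding, 943 as pseudogenes and 1069 as another type or not matched to the annotation. A mean per group was fitted to all 21 libraries together with limma 3.58.1 in R 4.3.3 (eBayes with the mean-variance trend, 14 residual degrees of freedom), and each comparison was a contrast of group means. The difference between IBET responses was tested as the difference of those contrasts. Benjamini-Hochberg adjustment ran over all genes tested, and a gene was called at an adjusted p below 0.01 and a fold change above 1.5, the thresholds of the study's methods. "Adjusted p" beside a gene is the limma value. Levels are mean CPM ± SD over 3 libraries, log2 changes are given ± SE, and fold changes are on the log2(CPM + 1) scale, which understates the change of genes with low values. The deposited values are normalised, so limma on the log scale was the main test, and edgeR 4.0.16 (quasi-likelihood test on the recovered reads) was added as an alternative after seeing the data. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1.

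Genes named in the text were chosen by a rule. 15 genes that the study discusses or that mark its drugs and differentiation states are always given. To these were added, per comparison, the 8 largest rises and 8 largest falls among called genes with a symbol, a mean of at least 5 CPM in the higher group and no overlap between the libraries of the groups (6 each way for differences between responses), and up to 4 members per gene list with the smallest p. Of 10 splits of 6 libraries 1 keeps the groups apart, so chance separates 10% of unchanged genes. 25 gene lists covering drug targets, myeloid states, signalling, metabolism and markers of other blood and stromal cells were written from general knowledge, with 437 members of which 305 were measured. They were tested with limma's fry, whose PValue asks whether the genes of a set move one way on balance. Adjustment was over the 25 lists within a comparison at 0.05. Camera, run too with an estimated gene correlation, instead compares a list with all other genes. Either difference can end a call. Counts of members are given over all genes tested and adjusted over the list alone. The genes that IBET lowered or raised in drug naïve cells were followed as sets in the other groups, with fry and camera. Those p-values were adjusted over the 3 tests fixed beforehand (the response of the IBET-repressed set in DMSO resistant cells and after LSD1i, and their difference) and, apart from these, over the 9 other set tests.

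The groups, tests, thresholds, gene lists, rule for named genes and the alternatives below were fixed before the data were examined. The alternatives were a pseudocount of 0.5 or 2, a mean of at least 5 CPM or no filter, median-of-ratios or quantile scaling, only the groups compared in the fit, no mean-variance trend, an adjusted p below 0.05 with no fold minimum, the replicate number as a block, camera in place of fry, and each library left out in turn. A test with edgeR on the recovered reads, a block fitted to only the 15 libraries of the resistant line, camera with the block, and the Wnt/beta-catenin list without Tcf4, were added later.

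Whether replicate numbers pair the libraries was checked before the fits were compared. In the resistant line, deviations from the group means correlated between libraries of the same number in every pair of groups (0.147 to 0.724 across genes), and 15 of 15 libraries correlated best with one of their own number. The numbers were therefore taken to pair libraries within the resistant line, a pairing that comes from the data and not from the labels. Among drug naïve libraries 3 of 6 did so, and the numbers were not taken to pair them. Blocked values stand beside a result only where they change a call or move a count by over 1.5 times.

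Shares are given with Wilson 95% intervals. For comparisons that share libraries, 20 simulations of unchanged groups against the same controls gave the chance value over all genes. The number of genes independent lists share follows from those called and tested. The 3 libraries of a control group cannot be split into parts of at least 2. The procedure was tested on simulated data for resistant cells on IBET against drug naïve cells, with 12243 genes and 50 genes changed at each fold. It called 5 (10%) of those changed 1.5-fold, 30 (60%) at 2-fold, 48 (96%) at 3-fold and 49 (98%) at 4-fold, and 0 of 12043 unchanged genes. For the difference between responses it called 136 of 200 (68%) simulated 3-fold differences and 2 other genes. Gene coordinates are from the GRCm38 annotation. Figures used Python 3.11.15 and matplotlib 3.10.9.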

Results

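Gene expression was measured in 21 QuantSeq libraries of MLL-AF9 leukaemia cells. There were 3 libraries each of drug naïve cells, drug naïve cells with IBET, resistant cells on IBET, DMSO resistant cells, DMSO resistant cells rechallenged with IBET, LSD1i-treated resistant cells and LSD1i-treated resistant cells rechallenged with IBET. Recovered reads per library ranged from 3416541 to 7763930. The drug naïve and resistant lines separated on the first principal component, which held 31.7% of the variance, with the 6 drug naïve libraries between -45.7 and -39.1 and the 15 resistant libraries between 3.6 and 33.7. On the component with the next largest share (19.1%), drug naïve libraries lay between 20 and 20.8 and those with IBET between -30.6 and -25.3. Mean profiles of resistant cells on IBET and in DMSO lay 37.7 log2 units apart (Euclidean distance over all genes tested), against 68.2 and 60 from drug naïve cells.

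**Figure D1:**
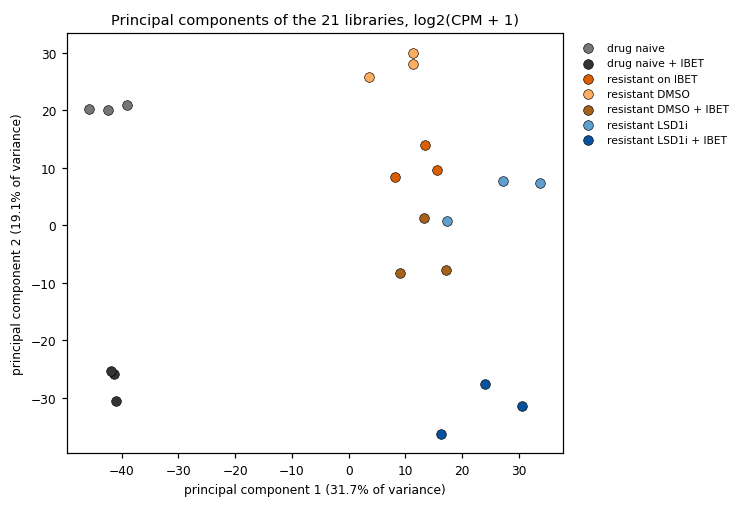
Principal components of log2(CPM + 1) values, with component 1 (31.7% of variance) on the horizontal and component 2 (19.1%) on the vertical axis, each point a library and each colour a group of 3. All 6 drug naïve libraries lie at or below -39.1 on component 1, and all 15 resistant libraries at or above 3.6.

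The genes followed throughout were Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374, plus strand), which encodes a growth-promoting transcription factor, and Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274, minus), an inhibitor of apoptosis. With them were Cdk6 (ENSMUSG00000040274, chromosome 5, 3341485 to 3531008, plus), a kinase of the cell cycle, and Ikzf1 (ENSMUSG00000018654, chromosome 11, 11685003 to 11772926, plus), a haematopoietic transcription factor. Irf8 (ENSMUSG00000041515) lies on chromosome 8 (120736358 to 120756694, plus) and encodes a transcription factor of the monocyte lineage. Hexim1 (ENSMUSG00000048878), an inhibitor of P-TEFb that marks BET inhibition, lies on chromosome 11 (103116231 to 103119725). Kit (ENSMUSG00000005672) on chromosome 5 (75574916 to 75656722) encodes the receptor for stem cell factor, and Ly6c2 (ENSMUSG00000022584) on chromosome 15 (75108158 to 75111970, minus) and Mpo (ENSMUSG00000009350) on chromosome 11 (87793581 to 87804413) mark monocytes and granulocyte precursors. Coordinates are on GRCm38 and span the whole gene, so exons, introns and untranslated regions are included.

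**Figure D2:**
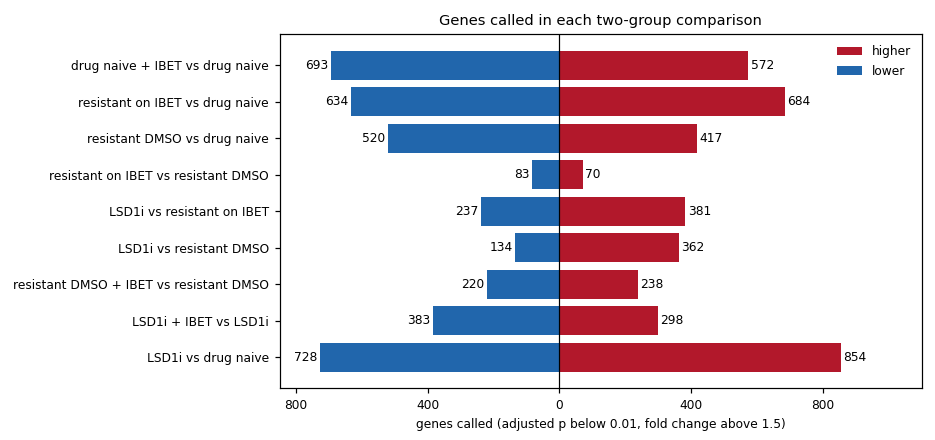
Number of genes called in each comparison of a pair of groups, with calls higher in the first-named group drawn to the right and calls lower to the left of 0. The counts run from 153 genes (70 higher and 83 lower) between resistant cells on IBET and in DMSO to 1582 (854 and 728) between LSD1i-treated and drug naïve cells.

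The acute effect of BET inhibition was read from drug naïve cells with and without IBET. Myc fell from 5.21 ± 0.967 to 0.85 ± 0.57 CPM (SD, n = 3, log2 change -1.78 ± 0.26, adjusted p = 4.33e-05). Bcl2 fell from 32.7 ± 5.32 to 19.2 ± 1.06 CPM (adjusted p = 0.00194) and Cdk6 from 70.8 ± 4.43 to 43.1 ± 2.57 CPM (adjusted p = 3.61e-05). Ikzf1 fell from 65.5 ± 2.64 to 38 ± 7.67 CPM (adjusted p = 0.000215) and Kit from 12.6 ± 1.19 to 6.36 ± 2.2 CPM (adjusted p = 0.00743). Hexim1 rose 3.38-fold, from 39 ± 1.8 to 135 ± 22.4 CPM (adjusted p = 0.000528), and Irf8 rose 1.82-fold, from 6.73 ± 1.42 to 12.9 ± 1.41 CPM (adjusted p = 0.0046). The largest rises included Hist2h2be (8.15-fold), Hist3h2a (6.91-fold), Hist1h2bc (5.78-fold), H1f0 (5.45-fold) and Hist1h1c (5.34-fold), which encode histones, a class not tested as a list. The largest falls were in Dio2, a deiodinase of thyroid hormone (15.4 ± 4 against 128 ± 1.96 CPM, log2 change -3.01), the phosphodiesterase gene Pde11a (-2.68) and Tfap4, a transcription factor and known target of Myc (-2.63).

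By gene list, ribosome biogenesis had the most members that moved in drug naïve cells. Of 24 measured genes 20 fell (20 adjusted over the list alone), among them Gnl3 (-1.98), Dkc1 (-1.69) and Nolc1 (-1.50), with a median log2 change of -1.22 (fry adjusted p = 3.96e-10). Of 11 BET inhibitor-repressed genes 9 fell and 1, the cell cycle factor E2f2, rose (10 and 1 adjusted over the list alone, median -0.79, adjusted p = 2.01e-09). That list holds Myc, Bcl2 and Cdk6, which the study names for these cells, and is not independent evidence of its direction. Of 13 BET inhibitor-induced genes 6 rose and 0 fell (8 and 0 adjusted over the list alone, median 0.94, adjusted p = 5.9e-07). Of 13 stem and progenitor genes 5 fell (5 adjusted over the list alone, median -0.45, adjusted p = 1.1e-06), namely Erg (-1.32), Mecom, Lmo2, Msi2 and Kit. These 4 calls held with an estimated correlation.

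Myeloid lists also moved with IBET in drug naïve cells, without holding under an estimated correlation. Of 16 myeloid transcription factors 5 fell, including Irf5 (-1.80), Cebpe (-1.72) and Runx1 (-1.18), and Irf8 rose (5 and 2 adjusted over the list alone, adjusted p = 0.00091, and adjusted p = 0.246 with an estimated correlation). Of 15 monocyte and macrophage genes 4 fell, with Ccr2 (-2.11) and Cd14 (-1.26) among them (4 adjusted over the list alone, adjusted p = 0.00167, and adjusted p = 0.165 with an estimated correlation). Of 16 MLL-fusion target genes Hoxa9 (1.19) and Hoxa5 (1.10) rose while Cdk6, Myb (-0.88) and Mecom (-1.20) fell (3 and 3 adjusted over the list alone, upward on balance at adjusted p = 0.00346, and adjusted p = 0.407 with an estimated correlation). Among markers of other cells, 1 fell, Ms4a2 (-1.03), of 5 mast cell, basophil and eosinophil markers (1 adjusted over the list alone, adjusted p = 0.000418, and adjusted p = 0.165 with an estimated correlation). In total 572 genes were higher and 693 lower (1265 by limma, 1276 by edgeR), and 12 of 25 lists passed, 8 of which were lost with an estimated correlation. The count was 813 without drug naïve IBET replicate 2, and Kit lost its call in 5 and Irf8 in 4 of the 6 fits without a library (highest adjusted p 0.0641 and 0.0328), and both lost it with only the groups compared in the fit (adjusted p = 0.0261 and 0.0142). Bcl2 lost its call without drug naïve replicate 1 (adjusted p = 0.0155) or 2 (0.0118).

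Resistant cells on IBET were compared with drug naïve cells to describe the resistant state. Hpgd, which encodes a prostaglandin-degrading enzyme, stood at 302 ± 72.7 against 1.33 ± 0.257 CPM (SD, n = 3, 128-fold, adjusted p = 4.27e-16), and Runx1t1, a transcriptional corepressor, at 72.7 ± 12.2 against 0.0896 ± 0.155 CPM (67.4-fold). Thy1, a surface glycoprotein of stem and T cells, was at 41 ± 5.77 CPM and was listed at 0 in all 3 drug naïve libraries. Ly6c2 fell from 279 ± 25.4 to 3.75 ± 1.49 CPM (log2 change -5.93 ± 0.18, adjusted p = 7.13e-16), and Mpo from 39 ± 13.5 to 0.304 ± 0.152 CPM (-4.89 ± 0.32, adjusted p = 2.65e-10). Zmynd11 was 0 in the 3 resistant libraries on IBET and at 45.5 ± 2.68 CPM in drug naïve cells.

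Myc, Bcl2, Cdk6 and Ikzf1, which acute IBET lowered in drug naïve cells, were not called between resistant cells on IBET and drug naïve cells. Myc was at 5.56 ± 0.944 CPM against 5.21 ± 0.967 (adjusted p = 0.874), Bcl2 at 27 ± 2.68 against 32.7 ± 5.32 (adjusted p = 0.283), Cdk6 at 87.2 ± 5.75 against 70.8 ± 4.43 (adjusted p = 0.0402) and Ikzf1 at 50.6 ± 3.94 against 65.5 ± 2.64 CPM (adjusted p = 0.0562). Of 17 granulocyte genes 9 fell, among them S100a9 (-3.35), S100a8 (-3.13) and Padi4 (-2.57), and the lysozyme gene Lyz2 (0.96) rose (10 and 2 adjusted over the list alone, median -1.21, adjusted p = 2.89e-08). It was the only list call of 10 that held with an estimated correlation. Of 15 monocyte and macrophage genes Ly6c2, Ly6c1 (-3.56), Fcgr3 (-2.17) and Cd14 (-1.30) fell and Ccr2, a chemokine receptor, rose (2.54; 5 and 1 adjusted over the list alone, median -0.07, mean -0.72, adjusted p = 5.37e-08, and adjusted p = 0.0856 with an estimated correlation). Of 18 cholesterol synthesis genes 6 fell, including Fdps (-1.16) and Sqle (-0.92) (7 adjusted over the list alone, median -0.58, adjusted p = 0.000727, and adjusted p = 0.231 with an estimated correlation).

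On the list of 10 Wnt/beta-catenin targets Tcf7l2 (1.22), a nuclear effector of Wnt signalling, rose in resistant cells on IBET, and Tcf4 (-4.25), which despite its name encodes the factor E2-2 of dendritic cells, fell (1 and 1 adjusted over the list alone, median 0.18, mean -0.24, downward on balance at adjusted p = 0.00175, and adjusted p = 0.86 with an estimated correlation). That call rested on Tcf4, as the other 9 genes had a mean of 0.21 and were not called (adjusted p = 0.0749). Markers of other cells moved with the line too. Of 5 mast cell, basophil and eosinophil markers Cpa3 (-2.08) and Hdc (-1.77) fell and Mcpt8 (0.74) rose (2 and 1 adjusted over the list alone, adjusted p = 0.00367, and adjusted p = 0.525 with an estimated correlation). Of 7 dendritic cell and MHC class II genes Tcf4 and H2-DMb1 (-2.02) fell (2 adjusted over the list alone, adjusted p = 5.37e-08, and adjusted p = 0.231 with an estimated correlation). In total 684 genes were higher and 634 lower (1318 by limma, 1297 by edgeR), and more were lower than higher under both other scalings (599 and 692, and 644 and 655) and by edgeR (614 and 683). Itgam fell from 3.29 ± 0.716 to 1.13 ± 0.514 CPM (adjusted p = 0.00568) and lost its call in 4 of the 6 fits without a library (highest adjusted p 0.0436) and with only the groups compared (0.0111). Genes of chromosomes 14 and 16 with a mean of at least 10 CPM made up 104 of these calls, 95 of them higher, a pattern taken up in the closing section.

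DMSO resistant cells were compared with drug naïve cells to ask which differences were also found in DMSO. Hpgd was at 191 ± 45.3 CPM (SD, n = 3, 81.2-fold above drug naïve cells) and Runx1t1 at 52.5 ± 4.14 CPM (49.3-fold). Thy1 was at 17.3 ± 2.4 CPM against 0. Ly6c2 was at 27.6 ± 2.21 CPM (log2 change -3.29 ± 0.18, adjusted p = 2.37e-11) and Mpo at 4.46 ± 1.37 CPM (-2.85 ± 0.32, adjusted p = 1.45e-06). Irf8 fell from 6.73 ± 1.42 to 2.89 ± 0.943 CPM (adjusted p = 0.00161) and lost its call in 2 of the 6 fits without a library (highest adjusted p 0.0153) and with only the groups compared (0.0119). Myc at 8.03 ± 1.5 CPM (adjusted p = 0.196), Bcl2 at 27.9 ± 2.98 CPM (adjusted p = 0.446), Cdk6 at 73.8 ± 1.83 CPM (adjusted p = 0.779) and Kit at 18.7 ± 1.93 CPM (adjusted p = 0.152) were not called. In total 417 genes were higher and 520 lower (937 by limma, 928 by edgeR).

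None of the 7 list calls in DMSO resistant cells held with an estimated correlation. Of 17 granulocyte genes 6 fell, with Padi4 (-2.89) and S100a9 (-2.79) among them, and Lyz2 (0.92) rose (6 and 2 adjusted over the list alone, median -0.09, adjusted p = 6.45e-05, and adjusted p = 0.692 with an estimated correlation). Of 11 chemokine and inflammatory genes Ccr2 (2.60) and Cxcr4 (0.87) rose (2 adjusted over the list alone, adjusted p = 0.00278, and adjusted p = 0.692 with an estimated correlation). On the Wnt/beta-catenin list Tcf7l2 (1.0) rose and Cd44 (-0.79) and the dendritic cell factor gene Tcf4 (-4.28) fell (1 and 2 adjusted over the list alone, median 0.16, mean -0.33, downward on balance at adjusted p = 0.000413, and adjusted p = 0.994 with an estimated correlation), and without Tcf4 the other 9 had a mean of 0.11 and were not called (adjusted p = 0.351).

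Of the 1318 genes that distinguished resistant cells on IBET from drug naïve cells, 710 (53.9%) were also called in the same direction in DMSO resistant cells and 2 in the opposite direction. The same sign was found for 98% of these selected genes. Over all genes it was 74.8%, against 66.7% in simulated groups. Of the 608 not called alike in DMSO, 64 were called between IBET and DMSO with the smaller change in DMSO, so most were not shown to differ. Genes raised in resistance kept their call in 314 of 684 cases (45.9%, Wilson interval 42.2 to 49.7%). Independent lists would share 22.8 genes. Genes lowered in resistance kept it in 396 of 634 (62.5%, 58.6 to 66.1%), where independent lists would share 26.3. Both comparisons use the same 3 drug naïve libraries. Simulated groups, with no changed genes, shared 0 calls. Across genes, which are not independent replicates, the log2 changes had a covariance of 0.273 against 0.0256 simulated (correlation 0.84 against 0.50). Part of the excess may come from those controls.

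Resistant cells on IBET were also set against DMSO resistant cells. The glutamate receptor gene Gria2 was at 18.3 ± 2.81 on IBET against 2.22 ± 0.516 CPM in DMSO (SD, n = 3, 6.01-fold, adjusted p = 6.18e-07) and Nrp1, a semaphorin receptor, 4.57-fold higher. The linker histone gene H1f0 was 2.85-fold higher and the integrin gene Itga6 at 138 ± 17.2 against 48.8 ± 7.91 CPM. Pde11a was at 5.02 ± 1.8 on IBET against 59.2 ± 12 CPM in DMSO (log2 change -3.34 ± 0.24, adjusted p = 5.12e-08) and the stefin Stfa1 at 29.7 ± 8.2 against 287 ± 48.8 CPM. Ly6c2 (-2.64 ± 0.18, adjusted p = 3.94e-08) and Mpo (-2.04 ± 0.32, adjusted p = 0.000636) were lower on IBET. Of 17 granulocyte genes Cebpe (-2.13), Mpo and Elane (-1.65) were lower (4 adjusted over the list alone, median -0.56, adjusted p = 0.000177). Of 15 monocyte and macrophage genes Ly6c2 was lower (2 adjusted over the list alone, median -0.28, adjusted p = 7.53e-05), and both list calls held with an estimated correlation. Of 13 stem and progenitor genes Cd34 (1.28), Mllt3 (1.10) and Msi2 (0.70) were higher (4 adjusted over the list alone, median -0.10, mean 0.11, upward at adjusted p = 0.0436, and adjusted p = 0.679 with an estimated correlation and 0.265 with median-of-ratios scaling). Markers of other cells moved with these lists. The 2 lymphoid markers had a median of -0.64 (0 called and 1 adjusted over the list alone, adjusted p = 0.00979, and adjusted p = 0.125 with an estimated correlation) and the 5 mast cell, basophil and eosinophil markers one of -0.18 (Hdc lower, 2 adjusted over the list alone, adjusted p = 0.00372, and adjusted p = 0.086 with an estimated correlation).

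Between resistant cells on IBET and in DMSO 70 genes were higher and 83 lower (153 by limma, 139 by edgeR). With the replicate number as a block the count was 351 (188 higher and 163 lower, so that the larger side turned). With the block Irf8 (6.41 ± 1.92 on IBET against 2.89 ± 0.943 CPM, adjusted p = 0.0132) reached adjusted p = 0.00462 and Itgam (1.13 ± 0.514 against 3.34 ± 1.44 CPM, adjusted p = 0.0278) reached adjusted p = 0.00814. With a block and only the 15 resistant-line libraries Irf8 had adjusted p = 0.00316, Itgam was not called (adjusted p = 0.0115) and Hexim1 was called (log2 difference 0.87, adjusted p = 0.00194). Lists that passed with the block and not without it were BET and enhancer regulators (adjusted p = 0.00369), cholesterol synthesis (0.0186), immediate early genes (0.0186), erythroid markers (0.0242, and 0.0366 with a pseudocount of 0.5 and no block), interferon response (0.0272), MHC class I (0.0272) and BET inhibitor-induced genes (0.0425). In that fit these 7 had adjusted p = 0.222 to 0.423 with an estimated correlation. With only the groups compared in the fit the count was 34, without Nrp1 (adjusted p = 0.0109). H1f0 lost its call without resistant replicate 1 (adjusted p = 0.0151) or DMSO resistant replicate 3 (0.0117). Every fit without a library called fewer genes, from 85 without DMSO resistant replicate 2 to 103 without resistant replicate 2, and under both other scalings the split was 56 higher and 102 lower.

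**Figure D3:**
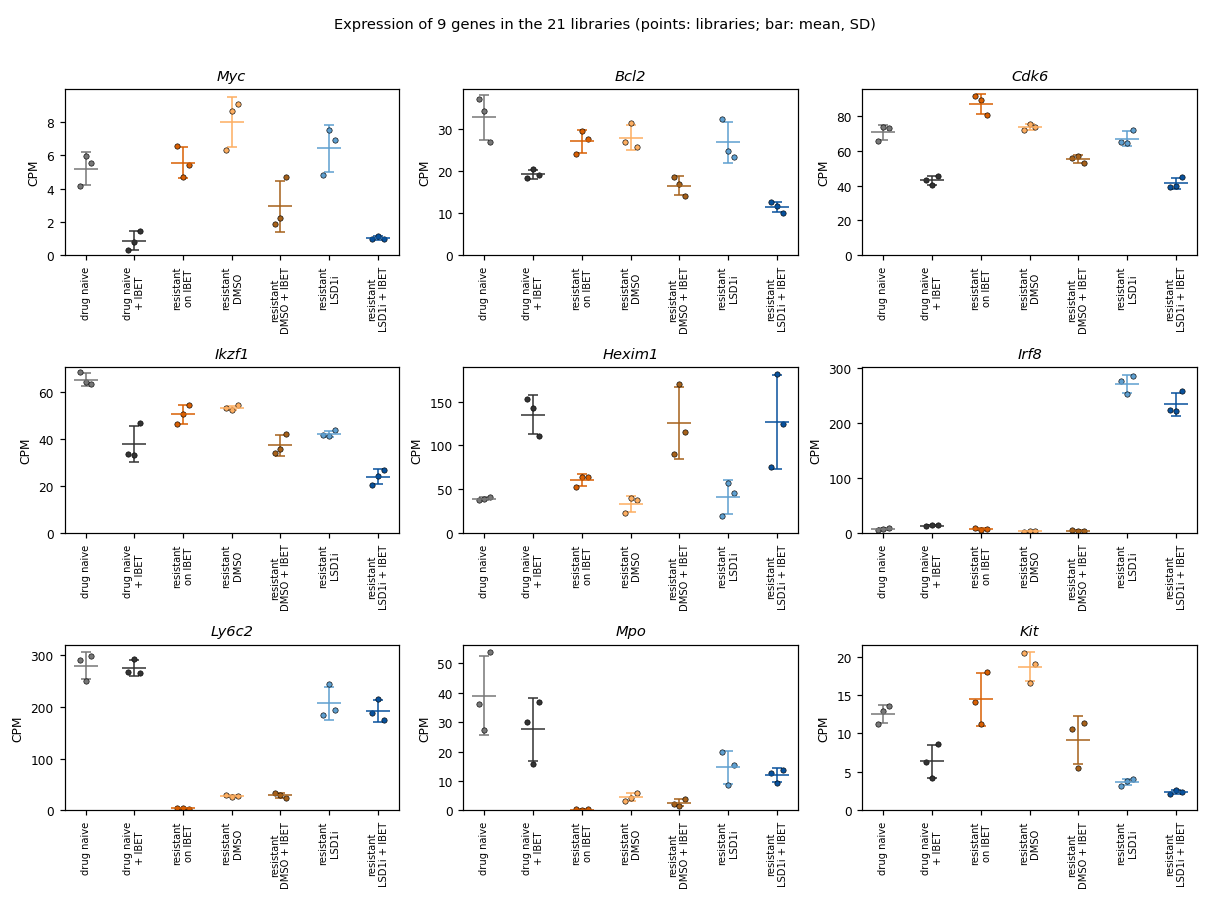
CPM of 9 genes in the 7 groups, with each point a library, the long bar the mean and the short bars the SD (n = 3), on linear axes that start at 0. Myc fell with IBET in drug naïve, DMSO resistant and LSD1i-treated cells, to means of 0.85, 2.93 and 1.02 CPM, and Irf8 was at 272 CPM with LSD1i against 6.41 CPM in resistant cells on IBET.

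LSD1i was set against resistant cells on IBET and against DMSO resistant cells. The study describes LSD1i followed by DMSO or IBET, so the former comparison may include IBET withdrawal. Irf8 rose to 272 ± 16.7 CPM from 6.41 ± 1.92 on IBET (SD, n = 3, 37.7-fold, log2 change 5.23 ± 0.20, adjusted p = 9.89e-14) and from 2.89 ± 0.943 in DMSO (71.4-fold, 6.16 ± 0.20, adjusted p = 1.15e-14). The neutrophil collagenase gene Mmp8 rose to 990 ± 97.4 from 1.21 ± 0.481 and 0.683 ± 0.507 CPM (454-fold and 606-fold), and the lysosomal protease gene Ctss to 36.8 ± 4 CPM (33.7-fold and 34.2-fold). Ly6c2 rose to 207 ± 32.2 CPM (45-fold over IBET, adjusted p = 1.17e-14, and 7.22-fold over DMSO, adjusted p = 4.63e-10). Cd86, a co-stimulatory molecule of antigen-presenting cells, rose to 1.33 ± 0.555 CPM (adjusted p = 0.000478 and 0.00211). Kit fell to 3.67 ± 0.43 from 14.4 ± 3.43 and 18.7 ± 1.93 CPM (adjusted p = 2.78e-05 and 2.41e-06). Angpt1, a growth factor of vessels and stem cells, fell too (15.2 ± 2.12 from 112 ± 15.3 and 107 ± 8 CPM).

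The survival genes were not called with LSD1i alone. Myc was at 6.42 ± 1.44 CPM (adjusted p = 0.83 against IBET and 0.739 against DMSO) and Bcl2 at 26.7 ± 4.79 CPM (adjusted p = 0.973 and 0.946). Cdk6 was at 67.2 ± 4.11 CPM (adjusted p = 0.0196 and 0.644) and Ikzf1 at 42.2 ± 1.34 CPM (adjusted p = 0.316 and 0.173). The gene of the drug target, Kdm1a (ENSMUSG00000036940, chromosome 4, 136550540 to 136602723), was at 31.3 ± 5.04 CPM (adjusted p = 0.549 and 0.984). Spi1 (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756), which encodes the myeloid factor Pu.1, was at 22 ± 8.31 CPM (adjusted p = 0.993 and 0.488). Gfi1, a repressor that recruits Lsd1, rose against resistant cells on IBET (342 ± 36.6 against 199 ± 41.1 CPM, adjusted p = 0.00051) and was not called against DMSO resistant cells (256 ± 16.6 CPM, adjusted p = 0.0883).

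By list, of 15 monocyte and macrophage genes 7 rose and 0 fell against resistant cells on IBET (10 and 0 adjusted over the list alone, median 1.10, adjusted p = 3.89e-12). Against DMSO 7 rose and Fcgr3 (-1.73) fell (7 and 2 adjusted over the list alone, median 0.97, adjusted p = 3.67e-10), and both calls held with an estimated correlation. Of 17 granulocyte genes 7 rose against IBET, including S100a8 (5.11), S100a9 (4.34) and Ly6g (2.20) (9 adjusted over the list alone, median 0.86, adjusted p = 1.43e-09). Against DMSO 5 rose while Itgam (-1.22) and Prtn3 (-0.94) fell (6 and 2 adjusted over the list alone, median 0.04, mean 1.09, adjusted p = 8.83e-07, and adjusted p = 0.204 with an estimated correlation). Of 16 myeloid transcription factors Irf8, Gfi1b (4.03), Cebpe (2.10), Id2 (1.5) and Gfi1 rose and Id1 (-1.61) fell against IBET (5 and 1 adjusted over the list alone, adjusted p = 2.08e-09). That call held with the block (adjusted p = 1.66e-08) and with an estimated correlation, but not with both together (adjusted p = 0.0948). Against DMSO Irf8, Gfi1b, Id2 (1.94) and Nfil3 (1.25) rose (4 adjusted over the list alone, median -0.19, mean 0.70, upward at adjusted p = 1.2e-08, and adjusted p = 0.204 with an estimated correlation).

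Stem and progenitor genes moved both ways with LSD1i. Msi2 (-1.57), Mllt3 (-1.56) and Kit (-1.71) fell and Cd34 (1.19) and Erg (0.95) rose against IBET (3 and 2 adjusted over the list alone, downward on balance at adjusted p = 7.47e-06, and adjusted p = 0.248 with an estimated correlation). Kit, Msi2 (-0.87) and Flt3 (-0.65) fell and Cd34 (2.47) and Erg (0.86) rose against DMSO (3 and 2 adjusted over the list alone, adjusted p = 0.00114, and adjusted p = 0.209 with an estimated correlation). Of the Wnt/beta-catenin targets Cd44 (1.82 and 2.22) and Tcf7l2 (1.58 and 1.80) rose against IBET and DMSO (2 and 2 adjusted over the list alone, adjusted p = 0.00359 and 0.000791, and adjusted p = 0.212 and 0.209 with an estimated correlation). Of 13 LSD1 complex genes the repressor Gfi1b and, against IBET, Gfi1 rose (2 against IBET and 1 against DMSO adjusted over the list alone, median -0.02 and 0.19, upward at adjusted p = 1.2e-06 and 1.81e-06, and adjusted p = 0.294 and 0.265 with an estimated correlation). The 2 stromal markers Vim (2.58 against IBET and 2.45 against DMSO) and Acta2 (1.44 against IBET) were higher with LSD1i (2 and 2 adjusted over the list alone, adjusted p = 4.57e-07 and 2.36e-06), and both list calls held with an estimated correlation. Against IBET the 2 erythroid markers had a median of 0.76 (0 called and 0 adjusted over the list alone, adjusted p = 0.00717, and adjusted p = 0.212 with an estimated correlation), and of the mast cell, basophil and eosinophil markers Hdc (2.08) rose (1 adjusted over the list alone, median 0.07, adjusted p = 0.0144, and adjusted p = 0.361 with an estimated correlation).

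Against resistant cells on IBET 381 genes were higher and 237 lower with LSD1i (618 by limma and by edgeR, 268 with only the groups compared in the fit), and against DMSO resistant cells 362 and 134 (496 by limma, 510 by edgeR, 221 with only the groups compared). Of the 381 raised genes 250 (65.6%) were raised against DMSO too, and of the 237 lowered genes 71 (30%), where independent lists would share 11 and 2.54. Those comparisons share the LSD1i libraries, with a covariance of 0.162 against 0.0256 simulated, and part of the excess may come from them. BET and enhancer regulators (adjusted p = 0.00164) and cell cycle genes (0.011) passed against IBET with the replicate number as a block, the latter list also with median-of-ratios scaling (0.00823), with adjusted p = 0.328 and 0.207 with an estimated correlation and the block. Against DMSO, Mpo lost its call in 4, Itgam in 3 and Cd86 in 2 of the 6 fits without a library (highest adjusted p 0.0345, 0.0321 and 0.0236). Cd86 was not called by edgeR against DMSO (adjusted p = 0.0313). With only the groups compared Gfi1 (adjusted p = 0.0407) and Cd86 (0.0217) lost their calls against IBET, as did Cd86 (0.0573), Itgam (0.0417) and Mpo (0.0448) against DMSO.

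To ask whether LSD1i reversed the resistance genes, the 1318 genes called between resistant cells on IBET and drug naïve cells were read in LSD1i against DMSO, which shares no library with that comparison. The opposite direction was called for 84 genes (6.37%, and 3.78% with only the groups compared in the fit). Of 684 genes raised in resistance 22 were lowered (3.22%, Wilson interval 2.13 to 4.82%) and 61 raised further. Of 634 genes lowered in resistance 62, Ly6c2 and Mpo among them, were raised (9.78%, 7.7 to 12.3%) and 22 lowered further. Independent lists would share 7.32, 19.8, 18.3 and 6.79 genes in that order. Against resistant cells on IBET, whose libraries also define the resistance genes, the opposite direction was called for 181 genes (13.7%, 68 lowered and 113 raised, covariance -0.0885 against -0.0258 simulated).

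LSD1i-treated cells were also compared with drug naïve cells. Ly6c2 was at 207 ± 32.2 against 279 ± 25.4 CPM (SD, n = 3, adjusted p = 0.0956, not called) and Mpo at 14.6 ± 5.51 against 39 ± 13.5 CPM (adjusted p = 0.0033), while Irf8 was 35.7-fold, Mmp8 633-fold, Hpgd 159-fold and Runx1t1 62.2-fold higher. Mpo lost its call in 3 of the 6 fits without a library (highest adjusted p 0.0286) and with only the groups compared (0.0121). Kit was at 3.67 ± 0.43 against 12.6 ± 1.19 CPM (adjusted p = 4.42e-05) and Ikzf1 at 42.2 ± 1.34 against 65.5 ± 2.64 CPM (adjusted p = 0.00143). The granulocyte list moved both ways, with Mmp8, S100a8 (1.98), S100a9 (0.99) and Lyz2 (0.96) higher and Ngp (-1.84), Padi4 (-1.70), Mpo, Itgam (-1.23), Elane (-1.05) and Prtn3 (-0.95) lower (4 and 6 adjusted over the list alone, median -0.29, mean 0.37, upward at adjusted p = 0.0298, and adjusted p = 0.984 with an estimated correlation and 0.221 with a pseudocount of 0.5). Of 11 chemokine and inflammatory genes 5 were higher, led by Ccr2 (3.64) and Cxcr4 (1.89), and Tlr4 (-1.0) and Cxcr2 (-0.89) were lower (5 and 2 adjusted over the list alone, adjusted p = 5.14e-06, and adjusted p = 0.186 with an estimated correlation). In all 854 genes were higher and 728 lower (1582 by limma, 1596 by edgeR). Of the 1318 resistance genes 816 were called in the same direction (402 raised, 58.8%, and 414 lowered, 65.3%). Independent lists would share 46.7 and 36.9 genes. The comparisons share the drug naïve libraries (covariance 0.282 against 0.0255 simulated), and part of the excess may come from them. All 13 list calls were lost with an estimated correlation.

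IBET rechallenge of DMSO resistant cells lowered survival genes. Myc fell from 8.03 ± 1.5 to 2.93 ± 1.53 CPM (SD, n = 3, log2 change -1.25 ± 0.26, adjusted p = 0.00335). Bcl2 fell from 27.9 ± 2.98 to 16.4 ± 2.22 CPM (-0.73 ± 0.15, adjusted p = 0.00418) and Kit from 18.7 ± 1.93 to 9.16 ± 3.13 CPM (-1.01 ± 0.23, adjusted p = 0.00895). Cdk6 was at 55.3 ± 2.15 against 73.8 ± 1.83 CPM (-0.41 ± 0.10, adjusted p = 0.0115) and Ikzf1 at 37.4 ± 4.43 against 53.3 ± 1.06 CPM (-0.51 ± 0.13, adjusted p = 0.0175), short of both thresholds. Hexim1 rose 3.66-fold, from 33.2 ± 8.96 to 125 ± 41.4 CPM (adjusted p = 0.000745), and the largest rises included Hist1h2bc (6.31-fold), Hist2h2be (5.3-fold), H1f0 (5.27-fold) and Hist1h1c (5.09-fold). Dio2 (13.2 ± 3.99 against 74.1 ± 9.14 CPM, log2 change -2.43, adjusted p = 1.1e-07), Pde11a (-2.48) and Ccr2 (-1.83) were among the largest falls.

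In that rechallenge 4 of 11 BET inhibitor-repressed genes fell and E2f2 (1.53) rose (5 and 1 adjusted over the list alone, median -0.60, adjusted p = 9.59e-07). Likewise 5 of 13 BET inhibitor-induced genes rose (6 adjusted over the list alone, median 0.40, adjusted p = 1.6e-05), and 10 of 24 ribosome biogenesis genes fell, led by Polr1b (-1.35) and Noc2l (-1.20) (14 adjusted over the list alone, median -0.68, adjusted p = 4.33e-07). Of 13 stem and progenitor genes Erg (-1.40) and Kit fell (3 adjusted over the list alone, adjusted p = 2.92e-05). These 4 calls of 12 held with an estimated correlation, that of the BET inhibitor-induced genes not with the block as well (adjusted p = 0.0698). Of 14 apoptosis regulators Bcl2l11 (1.27), which encodes the death-promoting factor Bim, rose and Bcl2 fell (1 and 1 adjusted over the list alone, adjusted p = 0.0106, and adjusted p = 0.768 with an estimated correlation and 0.165 with median-of-ratios scaling). With the replicate number as a block granulocyte (adjusted p = 0.00505), monocyte and macrophage (0.0304), interferon response (0.0391), stromal (0.0391) and chemokine and inflammatory lists (0.0483) passed as well, with adjusted p = 0.158 to 0.537 with an estimated correlation in that fit. Without a block the granulocyte (adjusted p = 0.0261), monocyte and macrophage (0.0393) and chemokine lists (0.02) passed with median-of-ratios scaling, and the granulocyte (0.0484) and interferon lists (0.0471) with a pseudocount of 0.5.

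In that rechallenge 238 genes were higher and 220 lower (458 by limma, 444 by edgeR), against 175 and 294 or 177 and 270 under the other scalings and 183 and 261 by edgeR. With the replicate number as a block the count was 778 (427 higher and 351 lower). The count was 254 without DMSO resistant IBET replicate 2. Myc lost its call without DMSO resistant replicate 2 or 3 (adjusted p = 0.0165 and 0.0216) or its IBET replicate 1 or 2 (0.0234 and 0.023). Bcl2 and Kit each lost it in 5 of the 6 fits without a library (highest adjusted p 0.0273 and 0.0715). Ccr2 lost its call without DMSO resistant replicate 1 (adjusted p = 0.0253) or 2 (0.0127) or its IBET replicate 2 (0.0303). With only the groups compared in the fit the adjusted p was 0.0434 for Myc, 0.0354 for Bcl2, 0.0547 for Kit and 0.0154 for Ccr2.

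IBET rechallenge after LSD1i lowered Myc, Bcl2, Cdk6 and Ikzf1. Myc fell from 6.42 ± 1.44 to 1.02 ± 0.116 CPM (SD, n = 3, log2 change -1.86 ± 0.26, adjusted p = 5.32e-05) and Bcl2 from 26.7 ± 4.79 to 11.3 ± 1.24 CPM (-1.16 ± 0.15, adjusted p = 3.92e-05). Cdk6 fell from 67.2 ± 4.11 to 41.4 ± 3.19 CPM (-0.69 ± 0.10, adjusted p = 9.68e-05) and Ikzf1 from 42.2 ± 1.34 to 23.9 ± 3.18 CPM (-0.80 ± 0.13, adjusted p = 0.000355). Irf8 stayed at 235 ± 21.2 CPM against 272 ± 16.7 (adjusted p = 0.595), and Gfi1 fell from 342 ± 36.6 to 204 ± 23.6 CPM (adjusted p = 0.00121). Hexim1 rose 3.14-fold (127 ± 53.5 against 40.8 ± 19.1 CPM, adjusted p = 0.00168, and 0.0134 without LSD1i IBET replicate 2). Dio2 (10.2 ± 0.588 against 81.5 ± 11.8 CPM), Cd244 (-2.51), a receptor of natural killer cells, and Ccr2 (12.5 ± 4.37 against 72.8 ± 11.9 CPM) were among the largest falls.

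After LSD1i, 15 of 24 ribosome biogenesis genes fell (17 adjusted over the list alone, median -0.74, adjusted p = 6.76e-08). Of 11 BET inhibitor-repressed genes 6 fell and E2f2 (1.38) rose (7 and 1 adjusted over the list alone, median -0.70, adjusted p = 1.23e-08). Of 13 BET inhibitor-induced genes 6 rose (6 adjusted over the list alone, median 0.85, adjusted p = 2.16e-05). Of 16 myeloid transcription factors 6 fell, including Cebpe (-1.53), Irf5 (-1.41), Runx1 (-1.17) and Gfi1b (-0.88) (7 adjusted over the list alone, adjusted p = 2.16e-05). Of 15 monocyte and macrophage genes Ccr2, Apoe (-1.18) and F13a1 (-0.83) fell (3 adjusted over the list alone, adjusted p = 3.2e-05). Of 11 chemokine and inflammatory genes Ccr2, Ccr1 (-1.66) and Ccl3 (-1.13) fell (5 adjusted over the list alone, adjusted p = 0.000114). Of 5 mast cell, basophil and eosinophil markers Gata2 (-1.34) and Ms4a2 (-1.14) fell (2 adjusted over the list alone, adjusted p = 4.97e-05). These 7 of the 12 list calls held with an estimated correlation, those of myeloid transcription factors (adjusted p = 0.0621) and chemokine genes (0.0745) not with the block as well. Among those lost were stem and progenitor genes (Erg -1.54, 2 of 13 fell and 3 adjusted over the list alone, adjusted p = 3.2e-05, and adjusted p = 0.0501 with an estimated correlation).

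In the rechallenge after LSD1i 298 genes were higher and 383 lower (681 by limma and by edgeR). With the replicate number as a block LSD1 complex (adjusted p = 0.0156) and cholesterol synthesis genes (0.0209) passed as well, with adjusted p = 0.551 and 0.332 with an estimated correlation in that fit. The count was 398 without LSD1i replicate 3, and 29 with only the groups compared in the fit. In that smaller fit Myc had adjusted p = 0.0101, Bcl2 0.0248, Cdk6 0.0366, Ikzf1 0.0366, Gfi1 0.0386 and Hexim1 0.0968.

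Whether LSD1i changed the IBET response was tested as the difference between the responses of LSD1i-treated and DMSO resistant cells. LSD1i minus DMSO, the difference was -0.61 ± 0.36 (log2, SE) for Myc, -0.43 ± 0.22 for Bcl2, -0.28 ± 0.14 for Cdk6 and -0.30 ± 0.19 for Ikzf1, each with an adjusted p of 1. Within the replicate numbers, which pair these libraries, it was below 0 in 3 of 3 pairs for each gene, from -1.18 to -0.24 for Myc, -0.78 to -0.18 for Bcl2, -0.35 to -0.19 for Cdk6 and -0.36 to -0.20 for Ikzf1. None was called with the block (adjusted p = 0.851 to 0.861, and 0.507 to 0.582 with only the 15 resistant-line libraries). By limma 0 genes were called, with 417 of 12518 genes at an unadjusted p below 0.05 where chance gives 626, and 0 by edgeR. Of the 220 genes lowered by rechallenge in DMSO resistant cells, 165 (75%) were lowered after LSD1i too, where independent lists would share 6.73, and of the 238 raised genes 147 (61.8%) were raised (5.67).

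The 693 genes that IBET lowered in drug naïve cells, with a median log2 change of -1.0 there, were followed as a set in other libraries. In rechallenged DMSO resistant cells their median was -0.57 (quartiles -0.80 and -0.39), 98.1% were lower and 182 (26.3%, Wilson interval 23.1 to 29.7%) were called (fry adjusted p = 5.07e-10). After LSD1i their median was -0.69 (quartiles -0.96 and -0.49), 98.8% were lower and 299 (43.1%, 39.5 to 46.9%) were called (fry adjusted p = 7.62e-11). The median of the difference, LSD1i minus DMSO, was -0.12 (quartiles -0.29 and 0.06, 68.5% below 0, fry adjusted p = 0.0536, and adjusted p = 0.198 with an estimated correlation), with the median of all genes at -0.05. It was -0.06 (adjusted p = 0.242) with median-of-ratios scaling, -0.07 (0.217) with quantile scaling and -0.07 (0.234) by edgeR. With the replicate number as a block the median difference was -0.12 with adjusted p = 0.00507 (adjusted p = 0.0816 with an estimated correlation in that fit), and within replicate numbers 1, 2 and 3 it was -0.14, -0.09 and -0.14, with that of all genes at -0.08, -0.07 and -0.01. Without DMSO resistant IBET replicate 3 it was -0.07 (adjusted p = 0.169). It passed 0.05 without LSD1i IBET replicate 3 (-0.15, adjusted p = 0.015), DMSO resistant IBET replicate 2 (-0.14, adjusted p = 0.0297) or 1 (-0.14, adjusted p = 0.0408), or LSD1i replicate 1 (-0.12, adjusted p = 0.0498).

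**Figure D4:**
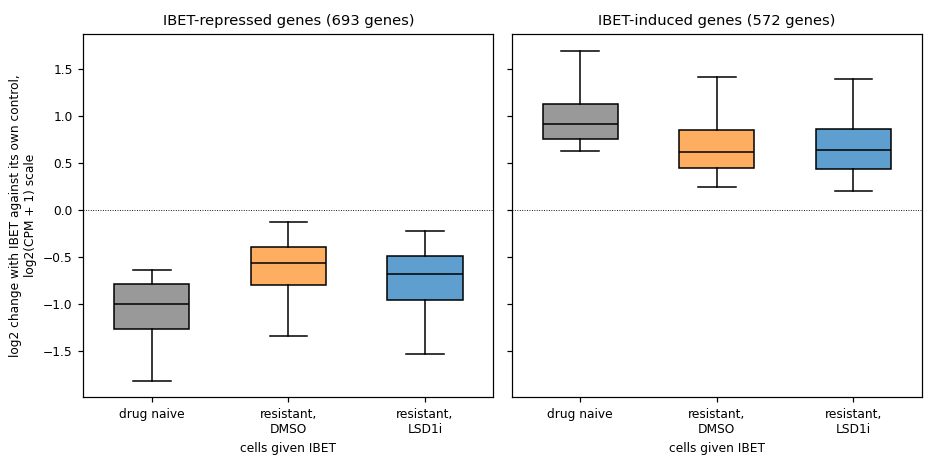
Log2 change with IBET, on the log2(CPM + 1) scale, of the 693 genes lowered (left) and 572 genes raised (right) by IBET in drug naïve cells, in the 3 kinds of cells given IBET, with the line at the median, the box from the lower to the upper quartile and whiskers from the 5th to the 95th percentile. The medians of the lowered genes are -1.0, -0.57 and -0.69, and the drug naïve boxes are those in which the genes were chosen.

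The same set responded less in resistant than in drug naïve cells, in a comparison that uses the libraries on which the genes were chosen. The median difference was 0.43 for DMSO resistant minus drug naïve cells (fry adjusted p = 3.96e-06) and 0.31 for LSD1i-treated minus drug naïve cells (fry adjusted p = 8.16e-05). The 572 IBET-induced genes had medians of 0.92 in drug naïve cells, 0.62 in DMSO resistant cells and 0.64 after LSD1i, with a median difference of 0.00 between the last of these (fry adjusted p = 0.882). By gene, the responses of DMSO resistant and drug naïve cells differed for 3 genes (limma, 744 at an unadjusted p below 0.05, 0 called by edgeR), and those of LSD1i-treated and drug naïve cells for 1 (539 at an unadjusted p below 0.05, 0 called by edgeR). The 3 genes were Crtc3 (-1.16 ± 0.17), which encodes a coactivator of CREB, Tmx4 (-0.87 ± 0.13), a thioredoxin-related membrane protein, and Car12 (1.46 ± 0.21), a carbonic anhydrase, each with an adjusted p of 0.0076, and the 1 gene was Car12 (1.51 ± 0.21, adjusted p = 0.00643). Car12, chosen after its values were seen, had group means of at most 0.039 CPM in the resistant line, so its difference rests on the fall in drug naïve cells. Without rechallenge, IBET-repressed genes were lower in resistant cells on IBET than in DMSO by a median of -0.24 (fry adjusted p = 1.5e-05). Of 693, 33 (4.76%) were called, against 4.59 genes for independent lists. The IBET-induced genes were higher by 0.38 (fry adjusted p = 1.74e-08).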

Values the study reported

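The study's text gives 1000 nM as the dose of IBET to which the resistant cells were adapted and 500 nM as the dose of the Lsd1 inhibitor. IBET was given for 6 h before RNA was taken, and the Lsd1 inhibitor for 6 days, which was also the time without IBET in the withdrawn resistant cells. For its gene calls the study set 0.01 as the ceiling on the false discovery rate and asked for more than a 1.5-fold difference.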

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

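Of the tests in this part, the structure of the splits and the comparisons of library profiles and of genes specific to drug naïve cells were chosen only after the result was seen.

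The IBET responses of DMSO resistant and drug naïve cells differed by a test of the difference itself for 3 genes. Crtc3, which encodes a coactivator of CREB, fell on rechallenge of DMSO resistant cells from 82.8 ± 3.97 to 38.2 ± 3.66 CPM (SD, n = 3) and stood at 11 ± 0.938 without and 11.5 ± 1.44 CPM with IBET in drug naïve cells (difference -1.16 ± 0.17, adjusted p = 0.0076). After LSD1i it fell from 70.1 ± 2.97 to 34.5 ± 4.49 CPM. Tmx4 fell from 471 ± 14.2 to 229 ± 28.4 CPM in DMSO resistant cells, with 276 ± 6.61 without and 245 ± 3.73 CPM with IBET in drug naïve cells (difference -0.87 ± 0.13, adjusted p = 0.0076). After LSD1i Tmx4 was at 218 ± 4.37 without and 155 ± 10.4 CPM with IBET (-0.49, adjusted p = 0.0014, below the fold threshold), and that response was not called different from drug naïve cells (-0.32, adjusted p = 1). Car12, chosen after its values were seen, went from 3.14 ± 0.325 to 0.455 ± 0.12 CPM in drug naïve cells and had means of at most 0.039 CPM in the resistant line, which left no room for a fall (differences 1.46 ± 0.21 for DMSO resistant and 1.51 ± 0.21 for LSD1i-treated cells). Leaving out any 1 of the 12 libraries of a comparison ended these calls, with adjusted p between 0.0106 and 0.0477 for the 3 genes of the first and between 0.0128 and 0.0358 for Car12 in the other.

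Gene groups differed as well. Ribosome biogenesis genes fell less in DMSO resistant than in drug naïve cells (median difference 0.43, fry adjusted p = 0.00256) and less after LSD1i than in drug naïve cells (0.35, adjusted p = 0.0091), and both calls held with an estimated correlation (adjusted p = 0.0304 and 0.015). The BET inhibitor-repressed list fell less in DMSO resistant cells (0.28, adjusted p = 0.00874, and adjusted p = 0.145 with an estimated correlation), a call also lost with median-of-ratios scaling (0.23, adjusted p = 0.109). The IBET-repressed genes of drug naïve cells fell less in DMSO resistant (0.43) and LSD1i-treated cells (0.31), and the IBET-induced genes rose less (-0.31 and -0.29), in sets chosen on the drug naïve libraries.

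For the 3 genes of the DMSO resistant comparison 2 of 100 splits of the 12 libraries gave as many, the real one included, and the highest other split called 174. That share is below 0.05, but chance is not taken as excluded, since each of the other splits had a larger spread (median residual SD 0.291 to 0.331 log2 against 0.254, and 96 of these 99 called 0), and edgeR called 0. Nor can chance be excluded for the 1 gene of the LSD1i-treated comparison, where 9 of 100 splits gave as many and the highest other called 2463. For the difference between LSD1i-treated and DMSO resistant cells, where limma and edgeR called 0 genes (417 at an unadjusted p below 0.05), the splits decide nothing, as all 100 must give as many as 0 (highest other 345). Splits that call so many genes point to the structure of the libraries. Of the 20 other splits with a call 17 followed IBET, the line or LSD1i in at least 10 of the 12 libraries, the highest of each comparison among them, against 27 of the 277 without.

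A pattern to weigh is that IBET lowered, in DMSO resistant cells, the genes it lowers in drug naïve cells, by a median of -0.57. A label swap with drug naïve libraries is excluded, as 0 of the 6 DMSO resistant libraries lay nearer to the drug naïve than to the other resistant mean profile (correlations across genes of 0.9579 to 0.9679 against 0.9797 to 0.9857). Admixture of drug naïve cells is excluded, as 32 genes specific to those cells reached at most 3.35% of their drug naïve level where 64.8% was needed, and scaling between libraries is excluded, as the median was -0.61 under quantile normalisation with that of all genes at 0.01. Selection of the genes does not explain the smaller fall in resistant cells, since 383 genes chosen in the rechallenge after LSD1i also fell less in DMSO resistant than in drug naïve cells (0.35). A biological hypothesis is that the resistant line retained, or regained in DMSO, a reduced response to IBET, which these groups could not separate because rechallenge was measured only after culture in DMSO or LSD1i.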

How the results depend on the processing

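Of the tests in this part, edgeR on recovered reads, the block with only the 15 resistant-line libraries, the block with an estimated correlation and the Wnt/beta-catenin list without Tcf4 were chosen only after seeing the data. Except without Tcf4, no called gene, list call or followed median turned its direction, but the side with more calls did in 3 comparisons. For the DMSO rechallenge (238 higher and 220 lower) it turned under both scalings, by edgeR and with only the groups compared (52 and 57), and without DMSO resistant replicate 1 (140 and 147) or its IBET replicate 1 (154 and 158) or 2 (124 and 130). For resistant cells on IBET against drug naïve cells (684 and 634) it turned under median-of-ratios (599 and 692) and quantile scaling (644 and 655), by edgeR (614 and 683) and without resistant replicate 2 (519 and 540). Between IBET and DMSO (70 and 83) it turned with the block (188 and 163), the block in 15 libraries (218 and 192), a minimum mean of 5 CPM (73 and 59) and the looser threshold (285 and 203). Of 5541 values of single named genes under the alternatives, 5372 stayed on their side of the threshold, 11 gained and 158 lost a call, and of 1512 list results 1301 stayed, 36 gained and 175 lost a call, 78 of these with an estimated correlation, which left 26 of 104 list calls, and 83 with that and the block, which left 21. Without Tcf4 the Wnt/beta-catenin list turned upward and lost its call in resistant cells on IBET and in DMSO, and gained one with LSD1i against drug naïve cells (0.36, adjusted p = 2.43e-05, and adjusted p = 0.277 with an estimated correlation). Where no cause is named below, the cause was not tested. Depth limits genes near the floor, with 3416541 to 7763930 reads per library, and the direction of uncalled genes was not followed.

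With the replicate number as a block, which pairs libraries in the resistant line, the counts were 351 between resistant cells on IBET and in DMSO, 778 for the DMSO rechallenge and 6 for the response of LSD1i-treated against drug naïve cells. The block brought the median difference of -0.12 to adjusted p = 0.00507, added 23 list calls (0 held with an estimated correlation in that fit) and 3 gene calls, those of Irf8 and Itgam between IBET and DMSO and of Spi1 with IBET in drug naïve cells (adjusted p = 0.00791), whose numbers do not pair libraries. It ended that of Car12 in the comparison of DMSO resistant with drug naïve responses (adjusted p = 0.0108). It changed no other call of a gene named in the text or a list, and over all genes ended 5 calls in the 12 comparisons. Stem and progenitor genes with IBET in drug naïve cells were among 5 list calls that held with an estimated correlation and not with the block as well (adjusted p = 0.0573). With the block and only the 15 resistant-line libraries the counts were 410 between IBET and DMSO, 745 for LSD1i against DMSO, 892 for the DMSO rechallenge and 1048 for that after LSD1i, and the median difference was -0.12 (adjusted p = 0.00688). That fit called Irf8, Hexim1 (0.87, adjusted p = 0.00194) and not Itgam (adjusted p = 0.0115) between IBET and DMSO, and added Hexim1 with LSD1i against IBET (-0.68, adjusted p = 0.00762) and Spi1 in the DMSO rechallenge (-0.62, adjusted p = 0.0095).

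With only the groups compared in the fit, which leaves fewer libraries to estimate the spread, the counts were 34 for IBET against DMSO in resistant cells, 268 and 221 for LSD1i against IBET and against DMSO, 109 for the DMSO rechallenge, 29 for that after LSD1i and 1017 for LSD1i-treated against drug naïve cells, and 3.78% of resistance genes were reversed by LSD1i. The looser threshold, an adjusted p below 0.05 with no fold minimum, gave 2514 for IBET in drug naïve cells. Resistant cells on IBET and in DMSO gave 2409 and 1699 against drug naïve cells and 488 against each other. LSD1i gave 1088 against IBET, 847 against DMSO and 2717 against drug naïve cells, and the rechallenges 1249 and 1483. A minimum mean of 5 CPM, which tests fewer genes, gave 619 for DMSO resistant against drug naïve cells and 50.5% of resistance genes kept in DMSO. With resistant cells on IBET as the reference 13.7% were reversed. A pseudocount of 0.5 gave a median difference of -0.13 (adjusted p = 0.0446). Other scalings or edgeR gave -0.07 to -0.06 (adjusted p = 0.217 to 0.242).

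The genes whose IBET response differed were few under each alternative. For DMSO resistant against drug naïve cells limma called 0 with a pseudocount of 0.5 or only the groups compared, 1 with quantile scaling and 6 with the looser threshold, and edgeR 0, against 3 and 744 at an unadjusted p below 0.05. For LSD1i-treated against drug naïve cells limma called 0 with a pseudocount of 0.5, a minimum mean of 5 CPM or only the groups compared, 6 with a pseudocount of 2, 4 without the mean-variance trend and 9 with the looser threshold, and edgeR 0, against 1 and 539. For LSD1i-treated against DMSO resistant cells 1 was called with a pseudocount of 2 and 1 with the looser threshold.

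Leaving out 1 library, which leaves an arm with 2, gave 813 to 1046 genes for IBET in drug naïve cells, 993 to 1121 and 686 to 780 for resistant cells on IBET and in DMSO against drug naïve cells, and 85 to 103 between these. It gave 464 to 550 and 368 to 450 for LSD1i against IBET and DMSO, 254 to 397 and 398 to 629 for the rechallenges, 1252 to 1558 for LSD1i-treated against drug naïve cells and 0 for each difference of responses. The medians of the IBET-repressed genes ranged from -0.63 to -0.55 (DMSO) and -0.75 to -0.65 (LSD1i), the difference from -0.15 (adjusted p = 0.015, without LSD1i IBET replicate 3) to -0.07 (adjusted p = 0.169, without DMSO resistant IBET replicate 3), and the shares reversed and kept from 5.26 to 6.99% and 44.2 to 58.9%.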

Other observations

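Of the tests in this part, those of GC content, of IBET effects lost in DMSO and of copy number were chosen only after the result was seen, as were the gene classes of the next paragraph. The thinning test was chosen once the correlations without thinning were known, in place of a test of depth order (the same in 4 of 5 groups) that decided nothing.

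Some genes were near 0 in each library of 1 line. Below 0.5 CPM in all 15 resistant libraries, with a mean of at least 5 CPM over the 6 drug naïve libraries, were 14 genes, among them Sall3 (32.9 ± 3.16 CPM in drug naïve cells, SD), Cers4, a ceramide synthase (17.7 ± 2.17), Mgmt, which repairs alkylated DNA (12.3 ± 2.47), and Ptch1, the Hedgehog receptor (10.9 ± 3.5). Below 0.5 CPM in all 6 drug naïve libraries, with a mean of at least 5 CPM over the 15 resistant libraries, were 23 genes, of which 18 had at least 0.5 CPM in each resistant library and 5 (Ctss, Itga1, Slc11a1, Kcnd2 and Ptms) did not. The 18 included Runx1t1 (57.5 ± 12), Nrp1 (24.7 ± 15.3) and Thy1 (23.1 ± 9.92).

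Brd2, a BET protein gene, rose with IBET in drug naïve (log2 change 1.60), DMSO resistant (1.43) and LSD1i-treated cells (1.56). Of 16 BET and enhancer regulators 1 rose in each and Cdk7 (-0.76) fell in drug naïve cells (1 and 1, 1 and 0, and 2 and 0 adjusted over the list alone, adjusted p = 0.00509, 0.00154 and 0.00129, and adjusted p = 0.59, 0.285 and 0.329 with an estimated correlation). MLL-fusion targets, Hoxa5 (1.40) and Hoxa9 (1.10) among them, also rose on rechallenge of DMSO resistant cells (3 of 16 rose, 4 and 1 adjusted over the list alone, adjusted p = 8.63e-05, and adjusted p = 0.158 with an estimated correlation). Mef2c (2.78) and Hoxa7 (1.17) were higher with LSD1i than in DMSO (2 of 16, 2 adjusted over the list alone, adjusted p = 6.53e-05, and adjusted p = 0.187 with an estimated correlation). Of 13 interferon response genes Irf7 (2.13) and Irf1 (0.87) rose and the RNA sensor Ifih1 (-0.94) fell with IBET in drug naïve cells (2 and 1 adjusted over the list alone, adjusted p = 0.00201, and adjusted p = 0.407 with an estimated correlation). In resistant cells on IBET Ifih1 (2.28) was higher and Oas1a (-1.75) lower than in drug naïve cells (1 and 1 adjusted over the list alone, adjusted p = 0.000115, and adjusted p = 0.486 with an estimated correlation).

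Other lists had few called members. Csf2rb (0.85), a cytokine receptor subunit, was higher in resistant cells on IBET than in DMSO (1 of 16 cytokine signalling genes, 2 adjusted over the list alone, adjusted p = 0.0336, and adjusted p = 0.266 with an estimated correlation and 0.0521 with median-of-ratios scaling). The phosphatase gene Dusp1 (0.93) rose on rechallenge of DMSO resistant cells (1 of 11 immediate early genes, 1 and 1 adjusted over the list alone, adjusted p = 0.0153, and adjusted p = 0.284 with an estimated correlation). The 2 measured erythroid markers had a median of -0.74 in resistant cells on IBET against drug naïve cells (0 called and 1 adjusted over the list alone, adjusted p = 0.00918, and adjusted p = 0.486 with an estimated correlation). On rechallenge of DMSO resistant cells 0 of the marker genes below were called or passed adjusted over the list alone. There the erythroid markers had a median of -0.57 (adjusted p = 0.0335, and adjusted p = 0.202 with an estimated correlation), the 2 lymphoid markers -0.62 and the 5 mast cell, basophil and eosinophil markers -0.38 (each adjusted p = 0.00568, and adjusted p = 0.158 with an estimated correlation). MHC class I (14 measured, lowest adjusted p 0.0578), cell cycle (23 measured, 0.0566) and megakaryocyte lists (3 measured, 0.227) passed in none of the 12 comparisons in the fit without a block. With the block MHC class I passed between resistant cells on IBET and in DMSO (adjusted p = 0.0272) and cell cycle genes for LSD1i against IBET (0.011), these also with median-of-ratios scaling (0.00823), with adjusted p = 0.361 and 0.207 with an estimated correlation and the block.

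Genes of chromosomes 14 and 16 stood higher in the resistant line than in drug naïve cells (461 genes with a mean of at least 10 CPM, median 0.33 in DMSO, 88.3% higher), and those of chromosome 8 from 3353415 to 33777173 lower (53 genes, median -0.76, 88.7% lower, 26 of 27 calls on IBET lower). GC content is excluded as the cause, since the medians of 20 bins of GC content over the other genes lay between -0.02 and 0.04. An IBET effect that needs continued IBET is excluded for chromosomes 14 and 16 if the DMSO libraries are the withdrawn cells that the study describes, since 82.4% of the shift on IBET (0.41) was present in DMSO. A candidate explanation is a different copy number in the resistant line, a hypothesis found and tested on the same data, under which each resistant library should shift and no treatment should move the shift. The lowest median over the 15 resistant libraries was 0.30 (highest 0.46, drug naïve libraries -0.06 to 0.06), the largest shift by a treatment was 0.08, while on chromosome 8 the resistant libraries lay between -0.74 and -0.44 against -0.10 to 0.10 and IBET rechallenge in DMSO moved the mean of the library medians by 0.16, with a median change of 0.04 over genes, so that the values there decide neither way. No DNA was measured, and regional regulation that the line inherits or a lasting effect of long exposure stays open and untested.

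Stretches with windows of 25 neighbouring genes beyond those of 100 shuffles of gene order (-0.31 to 0.42), in DMSO resistant against drug naïve cells, also lay on chromosome 7 (5014415 to 41393379, 140 genes, farthest window 0.64, and 64392607 to 101302251, 89 genes, 0.63), chromosome 15 (4026383 to 35938246, 36 genes, -0.50), chromosome 1 (58522806 to 74544284, 40 genes, 0.62, and 85894281 to 119837613, 47 genes, -0.63) and chromosome 5 (128984557 to 137684726, 38 genes, -0.38). As wholes those on chromosomes 1 and 5 had medians of 0.26, -0.21 and -0.15, and chromosome 5 had none on IBET or with LSD1i.

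Resistant-line libraries with the same replicate number deviated together from their group means (correlations across genes 0.147 to 0.724, median 0.424, against -0.162 between different numbers), and replicate 2 differed from replicate 1 by 1569 genes, 256 of them processed pseudogenes. Sequencing depth is excluded as the whole cause, since the median was 0.351 after each library was thinned to 3416072 reads. Reads of gene copies and pseudogenes are excluded too, since the lowest correlation was 0.214 over 6419 protein-coding genes with a mean of at least 10 CPM. A shared culture, day or library batch stays open and untested: the deposited table marks replicates 1 and 2 of every group, and not 3, with a suffix of unstated meaning, yet replicate 3 differed less from 1 (470 genes) and from 2 (222) than these did from each other. No biological explanation was tested.

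For the 9 comparisons of a pair of groups, the 10 splits of 6 libraries are too few for a share under 0.05. In each, 1 split, the real one, gave as many genes as it called (1265, 1318, 937, 153, 618, 496, 458, 681 and 1582, in the order of the report's comparisons with LSD1i-treated against drug naïve cells last), and the highest of the other splits called 0 by limma.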
